# Growth inhibitory effects of miR-221 and miR-222 in non-small cell lung cancer cells

**DOI:** 10.1002/cam4.412

**Published:** 2015-01-30

**Authors:** Ryo Yamashita, Mitsuo Sato, Tomohiko Kakumu, Tetsunari Hase, Naoyuki Yogo, Eiichi Maruyama, Yoshitaka Sekido, Masashi Kondo, Yoshinori Hasegawa

**Keywords:** Apoptosis, cell cycle, epithelial–mesenchymal transition, lung neoplasms, microRNAs

## Abstract

Both pro- and anti-oncogenic roles of miR-221 and miR-222 microRNAs are reported in several types of human cancers. A previous study suggested their oncogenic role in invasiveness in lung cancer, albeit only one cell line (H460) was used. To further evaluate involvement of miR-221 and miR-222 in lung cancer, we investigated the effects of miR-221 and miR-222 overexpression on six lung cancer cell lines, including H460, as well as one immortalized normal human bronchial epithelial cell line, HBEC4. miR-221 and miR-222 induced epithelial-to-mesenchymal transition (EMT)-like changes in a minority of HBEC4 cells but, unexpectedly, both the microRNAs rather suppressed their invasiveness. Consistent with the prior report, miR-221 and miR-222 promoted growth in H460; however, miR-221 suppressed growth in four other cell lines with no effects in one, and miR-222 suppressed growth in three cell lines but promoted growth in two. These are the first results to show tumor-suppressive effects of miR-221 and miR-222 in lung cancer cells, and we focused on clarifying the mechanisms. Cell cycle and apoptosis analyses revealed that growth suppression by miR-221 and miR-222 occurred through intra-S-phase arrest and/or apoptosis. Finally, lung cancer cell lines transfected with miR-221 or miR-222 became more sensitive to the S-phase targeting drugs, possibly due to an increased S-phase population. In conclusion, our data are the first to show tumor-suppressive effects of miR-221 and miR-222 on lung cancer, warranting testing their potential as therapeutics for the disease.

## Introduction

MicroRNAs (miRNAs) are small (about 22 nucleotides long), noncoding, double-stranded RNA molecules that can regulate the expression of target genes 1,2. These miRNAs regulate gene expression by hybridizing to complementary sequences in the 3′ untranslated region (3′ UTR) of target messenger RNA (mRNA). They repress translation of mRNA in part by increasing the instability of mRNAs and inhibit the protein translation by degradation of mRNA 2,3. A number of miRNAs function as oncopromotive or oncosuppressive miRNAs by inhibiting tumor suppressor genes or oncogenes, respectively. Importantly, many investigators reported that suppressing oncopromotive miRNAs and introducing oncosuppressive miRNAs has tumor-suppressive effects 4, suggesting the potential of miRNAs as therapeutic targets or therapeutic agents.

miR-221 and miR-222 are encoded in tandem from a gene cluster located on chromosome Xp11.3 5. Both tumor-suppressive and oncogenic roles of miR-221 and miR-222 have been reported, suggesting they have a bimodal function in the tumorigenesis of human cancers. Oncogenic roles of miR-221 and miR-222 have been shown in several types of human malignancies, especially in breast cancer 6–9. miR-221 and miR-222 exert their oncogenic abilities in part through suppressing the cyclin-dependent kinase (CDK) inhibitors *p27*^*Kip1*^, and *p57* or upregulating the epithelial-to-mesenchymal transition (EMT)-inducing gene *ZEB2* through TRPS1 10–12. On the other hand, several studies reported tumor-suppressive functions of miR-221 and miR-222. One paper reported that overexpression of miR-221 and miR-222 in malignant glioblastoma cells increases the population of cells in S-phase, resulting in massive apoptosis 13. In addition, another paper reported that miR-221 and miR-222 are downregulated in Kaposi sarcoma-associated herpes virus-associated cancers, including primary effusion lymphoma and Kaposi sarcoma 14. Furthermore, a recent study reported that miR-221 enhances the chemosensitivity of cholangiocarcinoma cells to gemcitabine 15.

Garofalo et al. demonstrated that miR-221 and miR-222 play oncogenic roles in lung cancer in part through suppressing the expression of PTEN and TIMP3 tumor suppressor genes 16. To analyze effects of overexpression of miR-221 or miR-222 on invasiveness in lung cancer cells they used one lung cancer cell line, H460, to represent lung cancer cells. However, lung cancer is known to be one of the most genomically diverse of all human cancers 17,18, and therefore in order to obtain more generalized information on how miR-221 and -222 are involved in the pathogenesis of lung cancer, a study using larger panel of lung cancer cell lines is required.

Thus, in the present study, we investigated the effects of miR-221 and miR-222 mimics on six lung cancer cell lines with diverse molecular alterations (three epidermal growth factor receptor (*EGFR*) mutant and three *EGFR* wild type cell lines) as well as one *Cdk4/hTERT*-immortalized normal human bronchial epithelial line, HBEC4 19–22. Consistent with a prior report 16, miR-221 and miR-222 enhanced growth in H460. However, in other five cell lines, effects of miR-221 and miR-222 on growth showed significant differences between cell lines; miR-221 suppressed growth in four cell lines with no effects in one, and miR-222 suppressed growth in three but promoted growth in two. We further show that growth inhibition in lung cancer cell lines by miR-221 and miR-222 overexpression occurred in part through intra-S cell cycle arrest and/or apoptosis. In addition, we suggested that the intra-S arrest was triggered in part by DNA damage as measured by DNA double-strand breaks (DSB). Finally, introduction of miR-221 and miR-222 caused H1299 lung cancer cells, which did not exhibit apoptosis upon introduction of miR-221 and miR-222, to become more sensitive to S-phase targeting drugs, cisplatin, and gemcitabine.

In addition to reported oncogenic functions of miR-221 and miR-222, our findings indicate that they also function as tumor suppressors and can enhance chemosensitivity to cytotoxic drugs, suggesting their potential as therapeutics for lung cancer.

## Material and Methods

### Cell cultures

The 22 lung cancer cell lines and one *Cdk4/hTERT*-immortalized normal human bronchial epithelial cell line, HBEC4 were purchased from ATCC (Manassas, VA) or obtained from the Hamon Center collection (University of Texas Southwestern Medical Center, Dallas, TX) 19–22. Six cell lines including three EGFR-wild-type cell lines (H460, H838, H1299) and three EGFR-mutant cell lines (H3255, HCC4006, HCC4011) were selected for being used for functional analyses. The lung cancer cell lines were cultured in RPMI-1640 (Sigma-Aldrich, St. Louis, MO) supplemented with 10% fetal bovine serum, and HBEC4 was cultured in KSFM (Life Technologies, Gaithersburg, MD) supplemented with 50 ng/mL bovine pituitary extract and 5 ng/mL epidermal growth factor. The authenticity of H838, H1299, H3255, HCC4006, and HCC4011 was confirmed by short tandem repeat analysis. We cultured H460 less than 6 months after obtaining from ATCC and thus did not confirm its authenticity according to the journal policy.

### RNA isolation and quantitative real-time PCR analysis

For mRNA analysis, 5 *μ*g of total RNA isolated using Trizol (Invitrogen Corp., Carlsbad, CA) was reverse transcribed with Superscript III First-Strand Synthesis System using a Random Primer System (Invitrogen). Quantitative reverse transcription PCR (qRT-PCR) analysis of *p27*^*Kip1*^, and *p57* was performed as described previously using the standard Taqman Assay-on-demand PCR protocol 23. We used GAPDH (Applied Biosystems Assay-on demand Life Technologies, Gaithersburg, MD) for mRNA analysis and U6 small nuclear (sn) RNA for microRNA analysis as internal controls.

### Microarray expression analysis

DNA microarray analysis was done using a 3D-Gene Human Oligo chip 25 k (25,370 distinct genes) (Toray Industries, Tokyo, Japan) as described previously 24.

### Western Blot analysis

Western blot analysis was done as described previously using whole cell lysates 25. Primary antibodies used were mouse monoclonal anti-E-CADHERIN (BD Transduction Laboratories, Franklin Lakes, NJ), mouse monoclonal anti-SIP1(ZEB2) (BD Transduction Laboratories), rabbit monoclonal, anti-SLUG (Cell Signaling Technology, Boston, MA), rabbit polyclonal anti-actin (Sigma-Aldrich), rabbit polyclonal anti-cleaved caspase-3, rabbit monoclonal anti-Chk1, rabbit monoclonal anti-phospho-Chk1(Ser317), rabbit monoclonal anti-Chk2, and rabbit monoclonal anti-phospho-Chk2 (Thr68) (all, Cell Signaling Technology). Actin protein levels were measured as a control for equality of protein loading. Anti-rabbit antibody (GE Healthcare, Tokyo, Japan) was used at 1:2000 dilution as a secondary antibody.

### Transfection of MicroRNA mimic

4 × 10^5^ of cells were plated in 10 cm^2^ plates. The next day, cells were transiently transfected with either 10 nmol/L predesigned microRNA mimics (hsa-miR-221 and hsa-miR-222) or control microRNA (microRNA control, AC/eGFP) purchased from Cosmo Bio (Tokyo, Japan), using Lipofectamine RNAiMAX (Invitrogen) according to the manufacturer's protocol. After 24 or 48 h, the transfected cells were harvested for subsequent analyses or were replated for cell growth assays.

### Immunofluorescence staining

Immunofluorescence staining was done as described previously 25. For E-CADHERIN and VIMENTIN staining, mouse monoclonal anti- E-CADHERIN (BD Transduction Laboratories) and mouse monoclonal anti- VIMENTIN (BD Pharmingen, Franklin Lakes, NJ) were used as primary antibodies, respectively. For phospho-histone H2AX staining, rabbit monoclonal anti-phospho-histone H2AX (Cell Signaling Technology) was used as a primarily antibody and Alexa Fluor 488 goat anti-rabbit IgG (1:1000, Molecular Probes, Invitrogen, Gaithersburg, MD) was used as a secondary antibody. 4′,6-diamidino-2-phenylindole (DAPI) solution (Dojindo, Kumamoto, Japan) and rhodamine phalloidin (Molecular Probes, Invitrogen) were used for nucleus and actin staining, respectively, according to the manufacturer's protocols. All stained cells were visualized using an inverted microscope IX73 (Olympus, Tokyo, Japan) with a 20X objective.

### Cell growth assays

A colorimetric proliferation assay was performed using a WST-1 assay kit (Roche, Basel, Switzerland) according to the manufacturer's instructions. Liquid colony formation and soft agar colony formation assays were done as described previously 22.

### BrdU cell proliferation assay

We used a Cell Proliferation ELISA with BrdU (chemiluminescent) kit (Roche) for measurement of BrdU incorporation during DNA synthesis in proliferating cells according to the manufacturer's instructions.

### Cell cycle analysis

Cells were harvested 48 h after transfection of microRNA mimics. Cells were fixed, treated with RNase A, stained with propidium iodide using BD Cycletest Plus Reagent Kit (BD Bioscience, Franklin Lakes, NJ) according to the instructions of the manufacturer, and analyzed for cell cycle status using an FACSCalibur flow cytometer (Becton Dickinson) with BD CellQuest™Pro Ver6 (BD Bioscience, Franklin Lakes, NJ).

### Drug sensitivity assay

Cells were transfected with microRNA mimics (hsa-miR-221 and hsa-miR-222) or control microRNA (microRNA control, AC/eGFP). Forty-eight hours after transfection, cells were seeded in 96-well plates at a density of 2 × 10^4^ cells/mL (50 *μ*L/well) and incubated for 24 h. Then, the cells were treated with various concentrations of cisplatin, gemcitabine, or paclitaxel, for 5 days, and cell viability was measured by a WST-1 assay.

### In vitro invasion assay

Invasion was assayed as described previously using 24-well BD BioCoat Matrigel Invasion Chambers (BD Biosciences) according to the manufacturer's instructions 26.

### Statistical analysis

IBM SPSS ver.21 software (International Business Machines Corp., Armonk, NY) was used for all statistical analyses in this study. The Mann–Whitney *U*-test was used to analyze differences between two groups.

## Results

### miR-221 and miR-222 suppress invasiveness in immortalized normal bronchial epithelial cells

A prior study reported that miR-221 and miR-222 induced EMT in immortalized normal mammary epithelial cells through targeting TRPS1, which inhibits an EMT-inducing transcription factor, ZEB2 9. In addition, another study showed that miR-221 and miR-222 conferred invasiveness on a lung cancer cell line, suggesting that they function as onco-miRNAs in lung cancer cells 16. These findings prompted us to examine whether miR-221 and miR-222 are able to induce EMT in normal lung epithelial cells, and if so, to further test whether the induced- EMT is associated with acquisition of invasiveness or anchorage-independent growth, both well acknowledged EMT-associated malignant phenotypes 27.

To this end, we used the HBEC4, which is one of a series of HBEC lines we established by introducing *hTERT* and *Cdk4* into normal bronchial epithelial cells obtained from a noncancerous lesion of the lung 20 as a model, because HBEC cells have epithelial phenotypes and do not have malignant phenotypes that include invasiveness and anchorage-independent growth. After introduction of miR-221 and miR-222 mimics into HBEC4, increased expression of these miRNAs was confirmed by qRT-PCR analysis (Fig.1A). These increased levels of miR-221 and miR-222 were much higher than those endogenously expressed in a panel of lung cancer cell lines (Fig. S1). Forty eight hours after the transfection of miR-221 and miR-222, a minority of cells underwent morphologic changes suggestive of EMT including switch to elongated spindle shape (Fig. S2). After the introduction of miR-221 or miR-222, protein expression of E-CADHERIN, a hallmark epithelium marker did not significantly change in both Western blot and immunocytochemistry while protein expression of VIMENTIN, a marker for mesenchymal cells, increased in immunocytochemistry (Figs. S3 and S4). Expression of two, EMT-inducing transcription factors, SIP1 (ZEB2), shown to be upregulated by miR-221 and miR-222 in mammary epithelial cells 9 and SLUG remain unchanged. These results suggested that miR-221 and miR-222 only modestly caused immortalized normal bronchial epithelial cells to undergo EMT.

**Figure 1:**
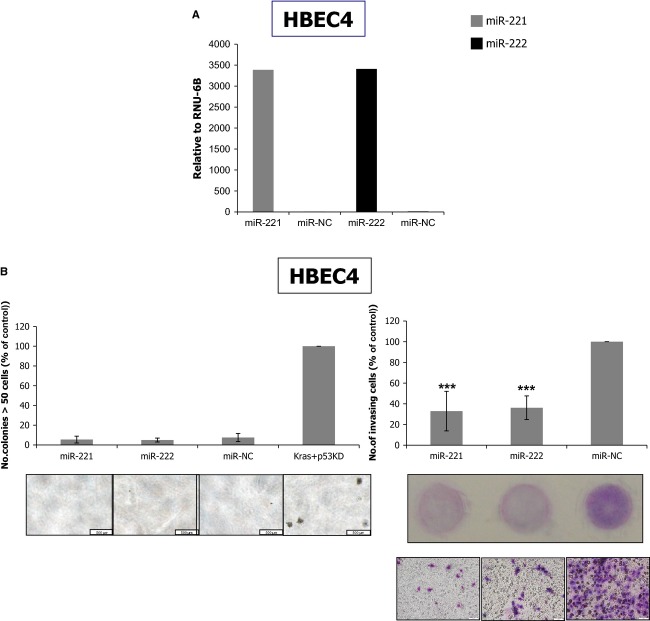
miR-221 and miR-222 suppress invasiveness in immortalized normal bronchial epithelial cells. (A) Quantitative reverse transcription PCR (qRT-PCR) analysis of miR-221 and miR-222 in HBEC4 transfected with miR-221 or miR-222 mimics. After transfection, high expression of these microRNAs was confirmed. (B) Soft agar colony formation (left) and invasion (right) assays for HBEC4 cells transfected with miR-221 or miR-222 mimics. miR-221 and miR-222 did not affect anchorage-independent growth but suppressed invasiveness in HBEC4 cells. The results are averages of three independent experiments done in triplicate wells. ***P < 0.001 (Mann–Whitney *U* test). Kras+p53 knockdown (KD) HBEC4 cells were generated by introducing pLenti6-KRAS^V12^ and pSRZ-p53 21,22 vectors into HBEC4 cells and were used as positive control for the soft agar colony formation assay.

Next, we assessed whether these modest EMT-like changes were associated with anchorage-independent growth or invasiveness, both well-acknowledged EMT-associated oncogenic phenotypes 27. Anchorage-independent growth, as measured by growth in soft agar, was not affected by miR-221 or miR-222 (Fig.1B, left). Invasiveness was rather suppressed by miR-221 and miR-222 (Fig.1B, right). These results indicated that miR-221 and miR-222 induced EMT-like changes to a small extent in normal lung epithelial cells but did not enhance the EMT-associated phenotypes of anchorage-independent growth or invasiveness. miR-221 and miR-222 rather suppressed invasiveness in these cells, suggesting their tumor-suppressive roles in normal bronchial epithelial cells.

### Effects of miR-221 and miR-222 on growth differ strikingly between lung cancer cell lines

We evaluated the effects of miR-221 and miR-222 mimics on cell growth in six lung cancer cell lines (H460, H3255, HCC4006, HCC4011, H838, H1299) and HBEC4. Efficient introduction of miR-221 and miR-222 into these cell lines was confirmed by qRT-PCR analysis (Fig. S5). Cell growth was evaluated by a WST-1 colorimetric proliferation assay and liquid colony formation assay. Consistent with a prior report 16 miR-221 and miR-222 promoted growth in H460. Nevertheless, unexpectedly, the effects of miR-221 and miR-222 introduction in other five cancer cell lines significantly differed between cell lines. miR-221 suppressed growth in four cell lines (H3255, HCC4006, HCC4011, H1299) without affecting growth in one (H838), and miR-222 suppressed growth in three (H3255, HCC4006, HCC4011) but promoted growth in two (H838, H1299) (Fig.2A and B).

**Figure 2:**
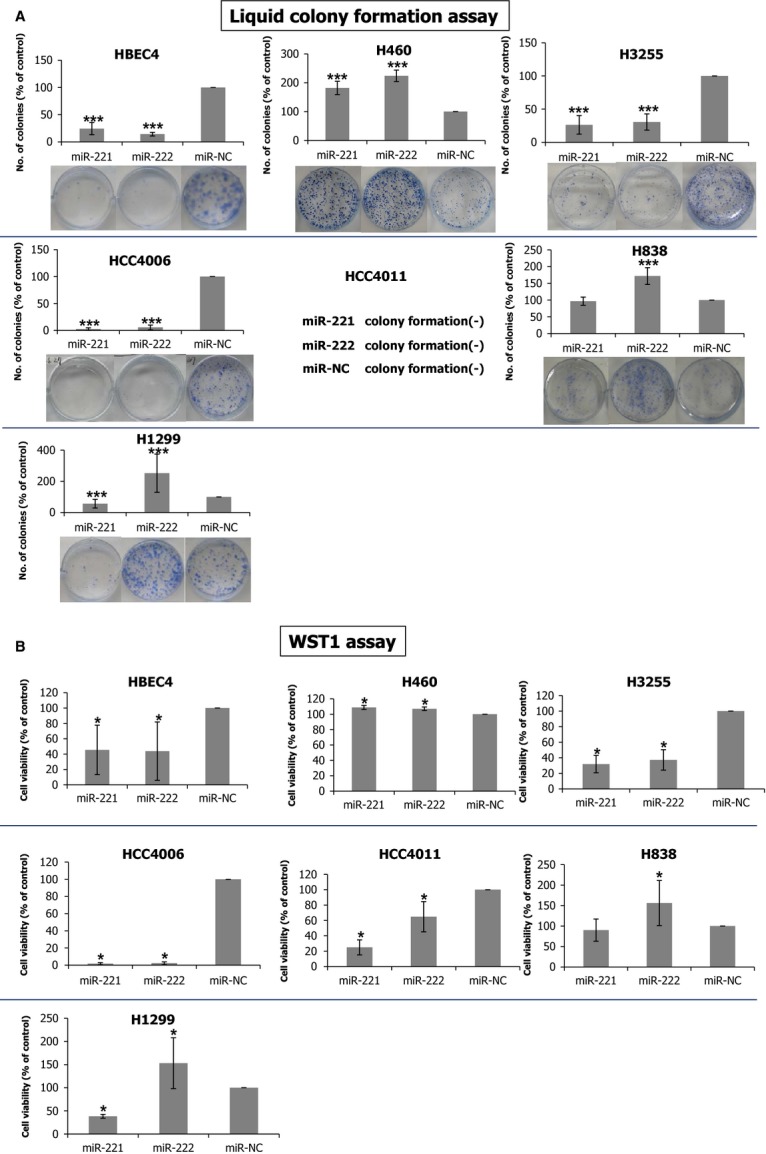
Effects of miR-221 and miR-222 on growth differ strikingly between lung cancer cell lines. Liquid colony formation assay (A) and WST-1 colorimetric proliferation assay (B) for six lung cancer cell lines and HBEC4 transfected with miR-221 or miR-222 mimics. The results are averages of three independent experiments done in triplicate wells (liquid colony assay) and octuplicate wells (WST-1 assay). *, and *** indicate *P* < 0.05, and *P* < 0.001 (Mann–Whitney *U* test), respectively.

To gain insight into possible molecular mechanisms underlying the striking difference in the responses to introduction of miR-221 and miR-222, especially to miR-222, between lung cancer cell lines, we performed microarray gene expression analysis on H3255, representing cell lines whose growths were suppressed by miR-222, and H1299, representing cell lines whose growth were promoted by miR-222, using a 3D-Gene Human Oligo chip 25 k (Toray Industries). 

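The deposited microarray data hold 6 arrays, 1 for each cell line and transfection. H3255 and H1299, both human non-small cell lung cancer lines, received 10 nM of the miR-221 mimic, the miR-222 mimic or the control microRNA (miR-NC). A mimic is a synthetic RNA duplex that acts as the mature microRNA inside the cell. No condition was repeated, so differences within a cell line have no replicate error and carry no p-value. The methods give 2 possible harvest times after transfection, and the paper's text does not name the one used for the arrays. Labelled RNA was read in 1 channel (Cy5), and each array has 27456 spots, of which 2996 are control or blank spots. The authors deposited the scanner's intensity of each spot and of its surroundings, and a table of normalized intensities whose median is 25 on every array.
Values were computed from the scanner intensities unless the authors' table is named. The local background rose with the spot's own signal, and by unequal amounts. Among the brightest 10% of probes its median was 49.8%, 70.4% and 65.8% of the spot on the H3255 arrays with miR-221, miR-222 and miR-NC, and 52.3%, 47.0% and 85.4% on those of H1299. The mean of the blank spots of the same array was therefore taken as the background, with the normexp method of limma and an offset of 50, before quantile normalization over the 6 arrays and log2 transformation. A probe counted as above background when its spot exceeded the blank mean by 2 SD, and it entered a comparison when it did so on at least 1 of the arrays compared. Values below background were raised to the lowest value above background on that array. Of 24455 probes analysed, 18681, 18252 and 17869 were above background in H3255 with miR-221, miR-222 and miR-NC, and 17359, 16949 and 17165 in H1299. The same threshold was passed by 30.2%, 32.3% and 26.0% of the negative control spots in H3255 and by 10.4%, 11.5% and 6.25% in H1299, which limits how far the dimmest probes can be read. The 3 arrays of each line form a scan batch of their own, so cell line and scan cannot be told apart, whereas each comparison of a mimic with miR-NC lies within 1 batch. The scanner's photomultiplier gain still differed within a batch. It was 42, 40 and 40 in H3255 with miR-221, miR-222 and miR-NC, and 38, 38 and 36 in H1299. Precision is limited by the single array per condition.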

Upon introduction of miR-221 or miR-222, numerous genes were up- or downregulated, including several known target genes such as *p27*^*Kip1*^*, p57, PTEN, Dicer1,* and *APAF1* (Figs. S6, S7, S8, and S9). 

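In H3255, 286 of 19269 probes were at least 2-fold higher and 117 at least 2-fold lower with miR-221 than with miR-NC. With miR-222, 351 of 18934 probes were higher and 147 were lower. In H1299, 16 of 18090 probes were higher and 63 lower with miR-221, and 24 of 17866 were higher and 78 lower with miR-222. Larger differences were mostly increases in H3255, where 111 probes were more than 4-fold higher with miR-221 and 138 with miR-222, against 2 that were more than 4-fold lower with each mimic.
To gauge how many such probes arise from array noise, unchanged arrays were simulated from the spread between the miR-221 and miR-222 arrays of each line, which also holds any real difference between the mimics. On average 17.1 probes passed 2-fold in H3255, against 403 with miR-221 and 498 with miR-222 on the real arrays. In H1299 the simulated average was 103, against 79 and 102, so the counts there cannot be set apart from noise in this way. The simulated miR-NC array has the noise of the mimic arrays, so a miR-NC array that strays further would not be recognized in either line.
The files do not pair the probe IDs with gene names, so probes are given by ID. The probe furthest above miR-NC with both mimics in H3255, opHsV0400000672, had a normalized signal of 37010 with each mimic and of 110 with miR-NC, a log2 change of 8.40. Probe H300004365 was furthest below miR-NC there, with log2 changes of -2.93 with miR-221 and -2.90 with miR-222. The corresponding probes of H1299 were opHsV0400002209, with log2 changes of 2.36 and 2.17, and H200006496, with log2 changes of -1.63 and -1.43. The sizes depended on the background correction, with normexp on the local background giving 6.68 and 7.00 for opHsV0400000672 and -1.70 and -1.45 for H300004365, and subtraction of the local background giving -6.65 and -2.67 for H200006496. A single probe ID carries a RefSeq accession, that of KRT8, which encodes keratin 8 of epithelial intermediate filaments. Its log2 change in H3255 was 0.69 with miR-221 and 0.88 with miR-222, and in H1299 it was 0.04 and 0.15. With the local background subtracted, it became -0.67 in H3255 with miR-222, and 2.30 and 2.65 in H1299.
With limma, the cell lines were taken as replicates over the 6 arrays (2 residual degrees of freedom), which tests the change averaged over both lines. At an adjusted p under 0.05 the count of changed probes was 0 of 20518 for either mimic. A change in 1 line alone enlarges the error of this fit, so the fit cannot test such a change. At an unadjusted p under 0.05 there were 1117 probes with miR-221 and 941 with miR-222 (1026 expected by chance), and with limma-trend 744 and 669.
Scaling each array to a common median in place of quantile normalization changed the balance to 376 higher and 57 lower with miR-221 and 372 and 125 with miR-222 in H3255, and to 43 and 31, and 56 and 50, in H1299. With the local background subtracted, the probes higher with miR-221 numbered 4189 in H3255 and 4706 in H1299, and those higher with miR-222 numbered 4849 and 4361.

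**Figure D1:**
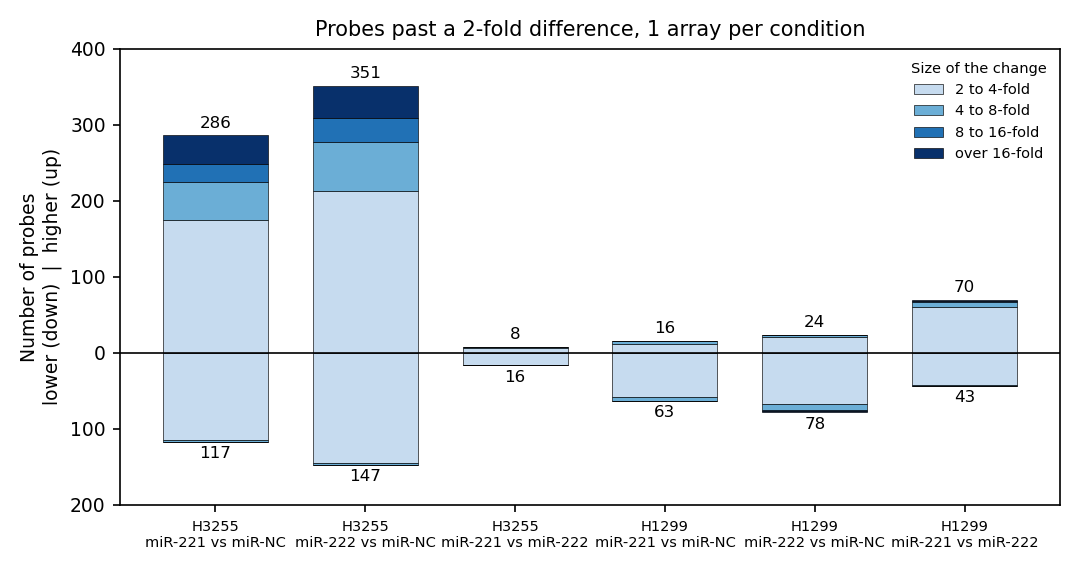
Number of probes at least 2-fold higher (bars above 0) or lower (bars below 0) with each mimic than with miR-NC, and with miR-221 than with miR-222, by size of the difference, in H3255 and H1299. Against miR-NC, the bars of higher probes reach 286 and 351 in H3255 and 16 and 24 in H1299. For miR-221 against miR-222, 8 probes were higher and 16 lower in H3255, and 70 higher and 43 lower in H1299.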

Expression levels of each gene differentially expressed by miR-221 strongly correlated with those of miR-222 in both H1299 and H3255 (Spearman correlation coefficient values: 0.983 (*P* < 0.001) for H1299 and 0.987 (*P* < 0.001) for H3255) (Figs. S10 and S11). 

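Across all probes analysed, the normalized signals with miR-221 and with miR-222 had a Spearman rho of 0.979 in H3255 and 0.976 in H1299. These correlations are across probes, which are not independent replicates, and most of each coefficient reflects the fixed differences in signal between probes. With the miR-NC array of the line, rho was 0.964 (miR-221) and 0.963 (miR-222) in H3255, lower than between the mimics, and 0.978 and 0.977 in H1299, slightly higher than between the mimics. Among probes at least 2-fold from miR-NC with either mimic, rho between the mimics was 0.954 over 572 probes in H3255 and 0.656 over 165 probes in H1299. Among those past 2-fold with both mimics it was 0.981 over 329 probes and 0.979 over 16.
The log2 changes, which leave out the level that a probe has without a mimic, had a Spearman rho of 0.667 (Pearson's r 0.901) in H3255 and of 0.401 (0.421) in H1299. Both changes of a line share its single miR-NC array, whose noise alone correlates them. Simulated unchanged arrays gave a rho of 0.453 (Pearson's r 0.500) in H3255 and 0.451 (0.500) in H1299. The covariance of the changes was 0.170 in H3255 against 0.0191 simulated, and 0.0222 in H1299 against 0.0306. The simulated noise is too large to the extent that the mimics truly differ, so for H1299 the comparison does not tell whether the changes share more than the control array. It is too small if the miR-NC array is noisier than the mimic arrays, which the comparison in H3255 cannot exclude. Compared directly, the mimics differed by at least 2-fold at 24 of 19354 probes in H3255 and at 113 of 17996 in H1299. The order of the lines depended on the background, since with the local background subtracted the mimics differed at 7873 probes in H3255 and 6621 in H1299, and the rho of the log2 changes was 0.585 and 0.655. With normexp on the local background the mimics differed at 821 and 751 probes, and that rho was 0.555 and 0.687.

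**Figure D2:**
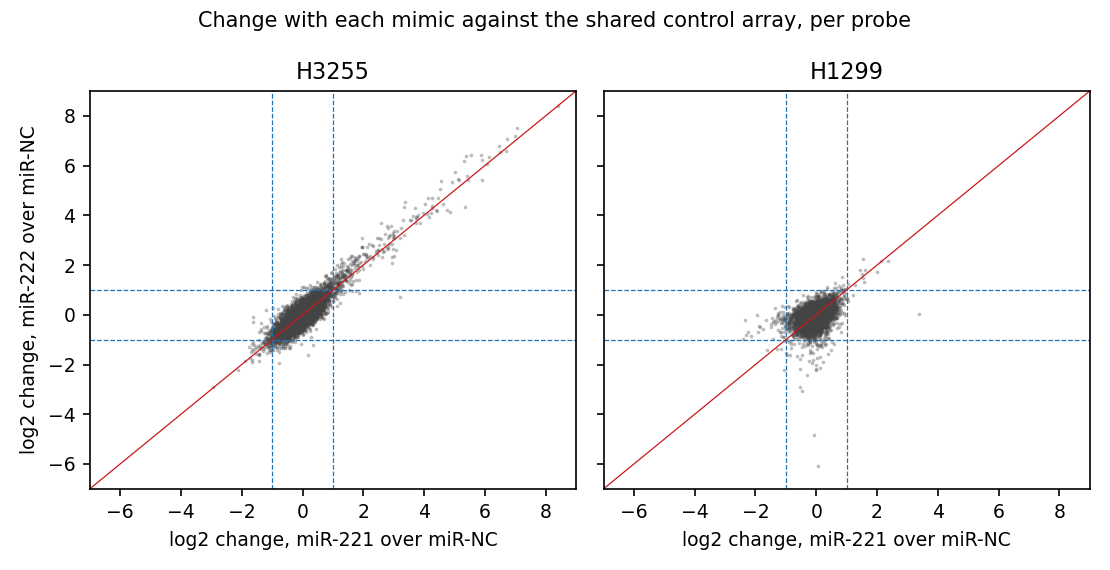
Log2 change against miR-NC with miR-221 (horizontal axis) and with miR-222 (vertical axis) in H3255 and H1299, with 1 point for each probe, dashed lines at 2-fold and a red line of equal change. In H3255 the points run along the red line up to 8.40 on both axes, and in H1299 no probe passes 2.17 with both mimics.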

Pathway analysis using NIH-DAVID 28,29, a web interface functional annotation tool, revealed that several pathways were significantly affected by miR-221 or miR-222 (Tables S1, S2, S3, and S4) in H1299 and H3255. 

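The lists behind Tables S1, S2, S3 and S4 hold genes past 2-fold after introduction of one mimic. In the authors' deposited table of normalized intensities, 746 probes were at least 2-fold from miR-NC with miR-221 and 903 with miR-222 in H1299, and 1964 and 1978 in H3255. Of these, 61.1% and 59.9% in H1299 and 56.9% and 47.9% in H3255 were dim on both arrays, at or below the median listed intensity. A probe listed on only 1 of the 2 arrays was given the lowest listed value on the other. With miR-221 this held for 80 of 284 higher and 85 of 462 lower probes in H1299, and for 346 of 1483 and 58 of 481 in H3255. With miR-222 it held for 79 of 263 and 124 of 640 in H1299, and for 208 of 1281 and 93 of 697 in H3255. Unchanged arrays simulated from the same table gave on average 866 probes past 2-fold in H1299 and 631 in H3255. Their noise is again taken from the difference between the mimics, so these averages are too high to the extent that the mimics truly differ. They are too low if the miR-NC array is noisier than the mimic arrays. The 2 mimic arrays of a line differed from each other by at least 2-fold at 905 probes in H1299 and at 808 in H3255, of which 52.9% and 88.7% were dim on both arrays.
The paper's tables print, for each pathway, a number of genes and a percentage. If the percentage is the share of the list submitted, the largest pathway of each table gives the size of that list as about 515 genes (Table S1, 17 genes and 3.3%), 579 (Table S2, 11 genes and 1.9%), 1341 (Table S3, 55 genes and 4.1%) and 1067 (Table S4, 32 genes and 3%). These sizes are derived from the paper's values and count genes, whereas the deposited table counts probes. The pathway analysis itself was not repeated here, since the files do not pair probes with genes.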

The pathways affected by miR-221 greatly overlapped with those affected by miR-222 in H3255, while overlapping of only one pathway (Melanoma) was seen in H1299, which may be responsible for the opposite effects of miR-221 and miR-222 seen in H1299, but not in H3255. 

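In H3255, 259 probes were at least 2-fold higher with both mimics, which is 90.6% of those higher with miR-221 and 73.8% of those higher with miR-222. A further 70 probes were lower with both mimics, 59.8% and 47.6% of the respective lists. In H1299, 11 probes were higher with both mimics (68.8% and 45.8%) and 5 were lower with both (7.94% and 6.41%).
Lists drawn independently would share 5.41 higher and 0.928 lower probes in H3255, and 0.0219 and 0.281 in H1299. Independence is not given, since a noisy value on the single miR-NC array of a line enters both lists, and that array cannot be split to remove the dependence. Unchanged arrays that shared their control had on average 1.85 higher and 1.81 lower probes in common in H3255, far fewer than observed. They take the noise of miR-NC from the mimic arrays, so they cannot exclude an unusual miR-NC sample or array. In H1299 they had 15.0 and 15.3 in common, more than the 11 and 5 observed, so the simulated noise there is too large to judge the overlap. The difference in overlap between the lines was not tested, because each line has 1 array per condition, and it was absent when the local background was subtracted (2822 probes higher with both mimics in H3255 and 3159 in H1299). Without any background correction the difference remained (273 and 12).
The paper compared the pathways enriched among the genes changed by each mimic within a cell line (Tables S1, S2, S3 and S4). From the overlap of pathways in H3255 and the single shared pathway in H1299, it proposes that this small overlap may be responsible for the opposite effects of the mimics in H1299.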

Recently, by doing pathway analysis Kneitz et al. found that three apoptosis-related pathways are activated in miR-221-transfected prostate cancer cells, including the Toll-like receptor, the RIG-like receptor, and the JAK/STAT pathways 30. 

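The probes at least 2-fold higher with both mimics in H3255 had a median log2 change there of 1.77 with miR-221 and 2.09 with miR-222. In H1299, 201 of them were above background on at least 1 array, and the other 58 give no measured change there. The 201 probes had a median log2 change in H1299 of -0.03 with miR-221 and 0 with miR-222, and 183 of them were within 1.5-fold of miR-NC with both mimics. Among them 50 were higher with both mimics, 1 by at least 2-fold, and 73 were lower with both. At larger thresholds, 110 probes were more than 4-fold, 59 more than 8-fold and 37 more than 16-fold higher with both mimics in H3255, whereas in H1299 there were 2 past 4-fold and 0 past 8-fold. Over all probes above background on any array, the log2 changes of the lines had a Spearman rho of 0.0967 with miR-221 and -0.0648 with miR-222. Between different mimics, rho was 0.127 for miR-221 in H3255 with miR-222 in H1299. It was -0.0742 for miR-222 in H3255 with miR-221 in H1299, so the sign followed the H3255 array and not the mimic.
The difference between the lines was not tested, since neither line has a repeated array. The members of the Toll-like receptor, RIG-like receptor and JAK/STAT pathways were not analysed here, because the files do not pair probes with genes.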

We also found that all the three pathways are significantly affected in both miR-221 and miR-222 treated H3255 cells but not in H1299 cells, suggesting that these pathways could contribute to the apoptosis induced by miR-221 or miR-222 in H3255 cells.

### Growth suppression by miR-221 and miR-222 in lung cancer cells occurs through intra-S arrest and/or apoptosis

To elucidate the molecular mechanisms of miR-221- and miR-222-induced growth suppression in Non-small cell lung cancer (NSCLC) cells, we performed cell cycle and apoptosis analyses. Cell cycle analysis revealed that introduction of miR-221 and miR-222 resulted in increased S-phase populations in H460, H3255, HCC4011, H838, and H1299 cell lines (Fig.3A and Fig. S12). miR-221 tended to increase S phase populations to a greater extent than miR-222 did. Introduction of miR-221 and miR-222 resulted in increases in sub-G1 populations, which correspond to apoptotic cells, in H460, H3255 and HCC4006. The apoptosis in these three cell lines was also confirmed by Western blot of cleaved caspase-3 (Fig. S13).

**Figure 3:**
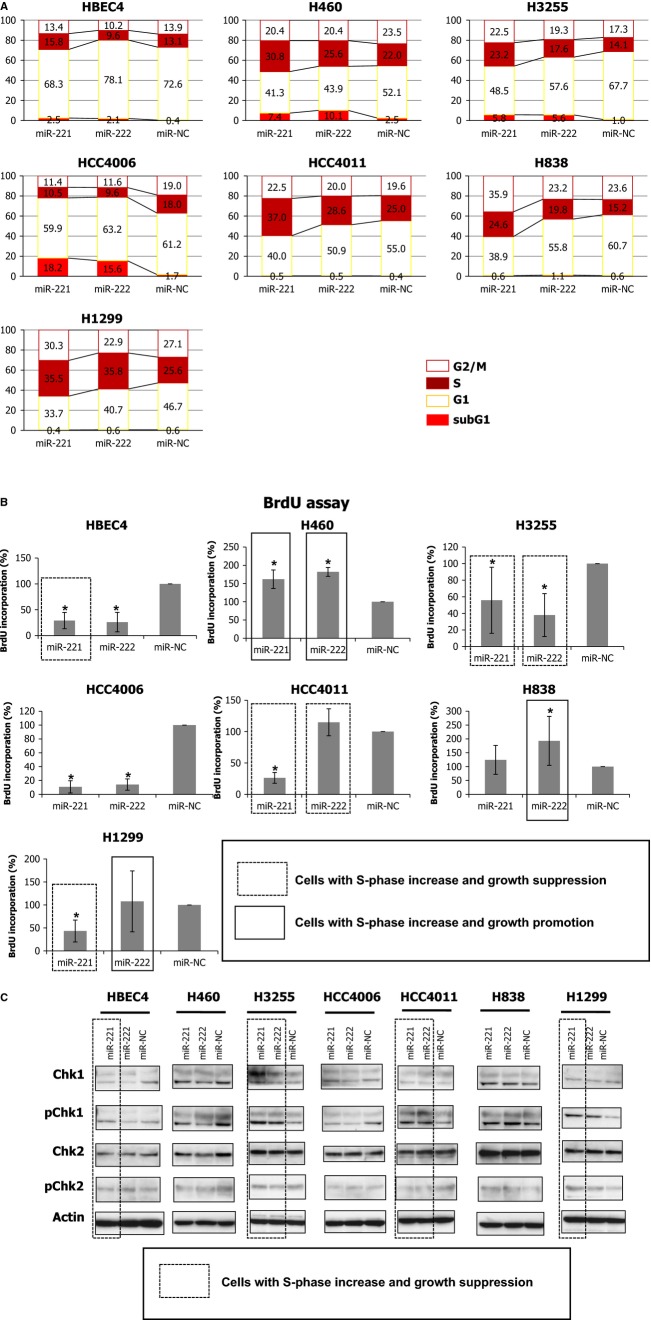
miR-221 and miR-222 suppress growth in lung cancer cells through intra-S arrest and/or apoptosis. (A) Distribution of cell cycle phases of six lung cancer cell lines and HBEC4 transfected with miR-221 or miR-222 mimics by flow cytometry. Numerical values in the figure are averages of three independent experiments. (B) BrdU incorporation in six lung cancer cell lines and HBEC4 transfected with miR-221 or miR-222 mimics. The results are averages of three independent experiments done in octuplicate. *indicates *P* < 0.05 (Mann–Whitney *U* test). Six cases in which cells exhibit both an increase in S-phase by FACS analysis and growth suppression in liquid colony formation analysis are enclosed by a dotted line and in five of these six cases BrdU incorporation are decreased. Cells exhibit both an increase in S-phase and growth promotion are enclosed by a solid line. (C) Western blots of Chk1, phosphorylated Chk1 (pChk1), Chk2, and phosphorylated Chk2 (pChk2) for lung cancer cell lines and HBEC4 transfected with miR-221 or miR-222 mimics. Six cases in which cells exhibit both an increase in S-phase by FACS analysis and growth suppression in liquid colony formation analysis are enclosed by a dotted line and in five of the six cases pChk1 or pChk2 levels were increased.

A previous study reported that introduction of miR-221 and miR-222 resulted in downregulation of p27^*Kip1*^ and p57, regulators of the G1/S transition, leading to premature S-phase entry, and subsequent apoptosis in glioblastoma cells 13. To see whether miR-221 and miR-222-induced apoptosis in NSCLC cells occurs through the same mechanism as in glioblastoma, we examined whether miR-221 and miR-222 suppressed *p27*^*Kip1*^ and *p57* expression. We found that miR-221 and miR-222 only occasionally suppressed *p27*^*Kip1*^ and *p57* expression in NSCLC cells (Fig. S14), suggesting that suppression of *p27*^*Kip1*^ and *p57* expression may not be solely responsible for impaired G1/S checkpoints that lead to the increased S-phase population in cells transfected with miR-221 or miR-222 in NSCLC cells. Next, to investigate whether the increased S-phase population reflects an increase in DNA synthesis or arrest in the intra-S-phase, we analyzed BrdU incorporation and found that in five of six cases where cells transfected with miR-221 or miR-222 exhibited both S-phase increases in FACS analysis and growth suppression in liquid colony formation assay (enclosed by a dotted line in Fig.3B) showed decreased BrdU incorporation (Fig.3B). This suggested that the increase in S-phase observed in cells showing growth suppression reflected intra-S-phase arrest. Nevertheless, we realized that we were unable to conclusively state this finding because we did not perform FACS analysis with simultaneous double staining of DNA content and BrdU that enables evaluating BrdU incorporation exclusively in S-phase cells. By contrast, in cells showing increase in S-phase and growth promotion by miR-221 or miR-222 exhibited increased BrdU incorporation, suggesting that in these cells S-phase increase reflected increased replication of DNA (enclosed by a solid line in Fig.3B). Furthermore, we examined the levels of phosphorylated Chk1 and Chk2 (pChk1 and pChK2), markers of intra-S phase arrest 31. In all cases except for miR-221-transfected-HBEC4, when cells transfected with miR-221 or miR-222 showed both increased S-phase population in FACS analysis and growth suppression in liquid colony formation assay (enclosed by a dotted line in Fig.3C), pChk1 and/or pChk2 levels were upregulated, suggesting that the S-phase increase due to miR-221 or miR-222 reflected intra-S phase arrest (Fig.3C).

We further asked what events triggered the intra-S phase arrest in miR-221- and miR-222-transfected lung cancer cells. We hypothesized that G1/S checkpoint impairment by miR-221 and miR-222 resulted in the accumulation of DNA damages, which led to intra-S arrest and further caused cells to undergo apoptosis, depending on the cellular capability for repairing DNA damages. We evaluated the levels of DNA DSB, the most critical DNA damage, which is caused by external insults such as gamma irradiation and cytotoxic drugs or endogenously generated DNA damage 32,33. Unless DNA DSBs are repaired, cells undergo apoptosis at high frequency 33. We examined the expression of *γ*H2AX in the nucleus, a marker for DSB 32,33. miR-221 and miR-222 treatment increased percentages of *γ*H2AX-positve cells in H1299 and H3255 but not in HBEC4 or H460, suggesting the increase in unrepaired DSBs in H1299 and H3255 cells (Fig.4). Nevertheless, *γ*H2AX staining did not exhibit typical foci pattern, usually seen in cells with DSBs, but instead cells were homogeneously stained by *γ*H2AX, and thus, our data only suggest that increased DSBs induced by miR-221 and miR-222 may cause S-phase arrest and apoptosis.

**Figure 4:**
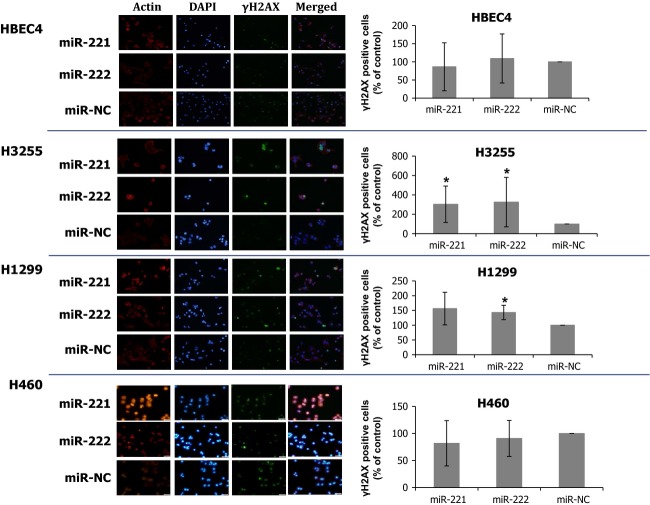
Introduction of miR-221 and miR-222 results in increase in *γ*H2AX-positve cells in lung cancer cell lines. miR-221 and miR-222 introductions increased the number of H3255 and H1299 cells positive for nuclear *γ*H2AX staining cells. This result suggests that unrepaired DSBs increased upon introduction of miR-221 and miR-222 in these cells. *γ*H2AX positive cells (% of control) are averages of three or four independent experiments. *indicates *P* < 0.05 (Mann–Whitney *U* test).

Collectively, these findings showed that miR-221- and miR-222-induced growth suppression in NSCLC cells occurred in part through intra-S phase arrest and/or apoptosis.

### miR-221 and miR-222 enhance chemosensitivities to S-phase targeting drugs, cisplatin, and gemcitabine, but do not affect sensitivities to an M-phase targeting drug, paclitaxel, in lung cancer cells

We hypothesized that the increase in S-phase populations by miR-221 and miR-222 improves sensitivities to S-phase targeting drugs in lung cancer cells. We used cisplatin and gemcitabine as S-phase targeting drugs because these drugs are commonly used for the treatment for lung cancer in the clinic 34. We selected four NSCLC cell lines H460, H838, H3255, and H1299. These cell lines showed increased S-phase populations due to miR-221 and miR-222, but they differed in that H460 and H3255, but not H838 or H1299 exhibited apoptosis. Transfection of miR-221 or miR-222 improved sensitivities to cisplatin in H1299 and HBEC4 but not in H460, H3255, or H838 (Fig.5). Improved sensitivities to gemicitabine were seen in H1299 cells transfected with miR-221 or miR-222 mimics, but not seen in other cell lines. By contrast, miR-221 or miR-222 mimics did not enhance sensitivity to the M-phase targeting drug paclitaxel in any cell line studied. These results show that miR-221 and miR-222 increased sensitivities of lung cancer cells to the S-phase targeting drugs cisplatin and gemcitabine in some cases but did not affect sensitivity to the M-phase targeting drug paclitaxel, suggesting their potential as chemosensitizers of S-phase targeting drugs.

**Figure 5:**
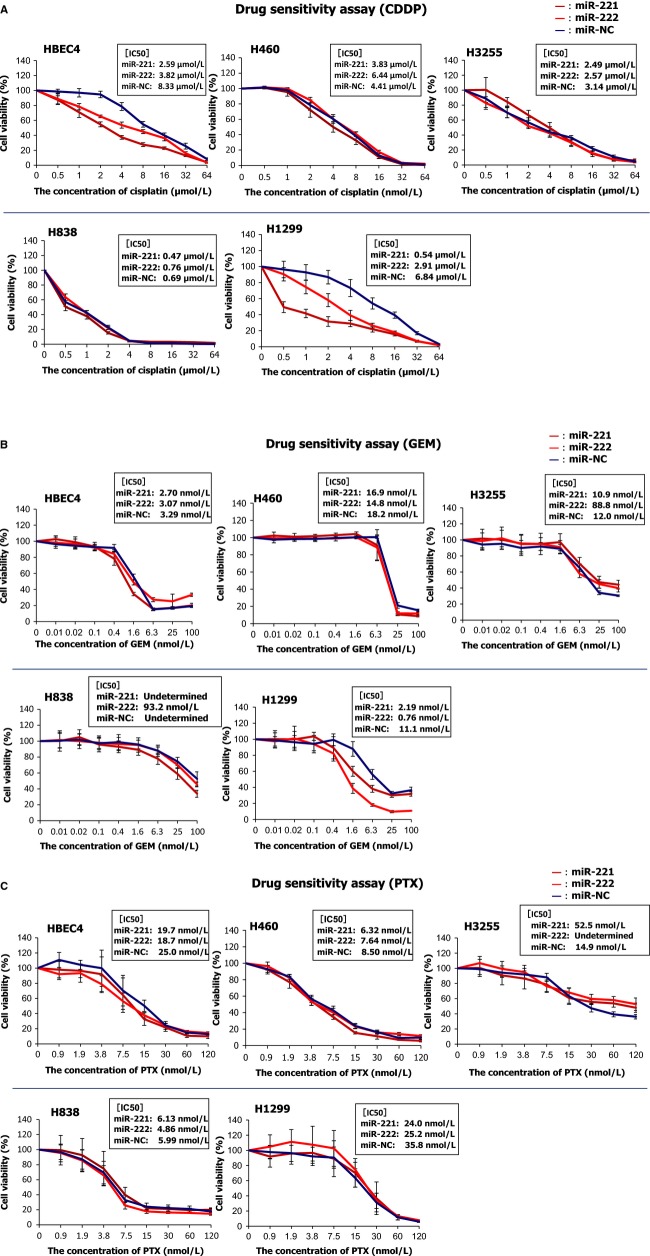
miR-221 and miR-222 enhance chemosensitivities to cisplatin (A) and gemcitabine (B), but do not affect those to paclitaxel (C) in lung cancer cells. Cells were transfected with miR-221 or miR-222 mimics, and 48 h after transfection, they were seeded in 96-well plates at a density of 2 × 10^4^ cells/mL (50 *μ*L/well) and incubated for 24 h. Then the cells were treated with various doses of cisplatin, gemcitabine, or paclitaxel for 5 days, and cell viability was measured by a WST-1 assay. The graphs are representative results of three independent experiments. IC50 values are averages of three independent experiments.

## Discussion

In the present study, we examined the effects of miR-221 and miR-222 on growth and drug sensitivity in lung cancer cells. A prior paper reported that miR-221 and miR-222 enhanced invasiveness in H460 16. Consistent with this report, we found that miR-221 and miR-222 promoted growth in H460, while in other five cells lines miR-221 suppressed growth in four cell lines without affecting one and miR-222 suppressed growth in the three cell lines but promoted growth in two. These data were the first to demonstrate growth suppressive effects of miR-221 and miR-222 in lung cancer cells. Growth suppression by miR-221 or miR-222 occurred through S-phase arrest and/or apoptosis in part resulting from DNA DSBs. Finally, our results showed that introduction of miR-221 or miR-222 enhanced sensitivities to the S-phase targeting drugs cisplatin and gemcitabine but did not affect an M-phase targeting drug, paclitaxel. Collectively, our results suggest growth inhibitory effects of miR-221 and miR-222 in lung cancer cells.

Our data exhibit concordance with findings of Medina et al. who reported that introduction of miR-221 and miR-222 impaired the G1/S checkpoint by suppressing p27^*Kip1*^ and p57, leading to a massive increase in the S-phase population and subsequent apoptosis 13. We also observed that introduction of miR-221 and miR-222 resulted in increases in S-phase populations in five of six lung cancer cell lines. However, in our experiments, only two (H460, H3255) of the five lines with S-phase increases underwent apoptosis. The absence of apoptosis in the other cell lines could be explained by the difference in the degree of the S-phase increase. The prior report showed an approximately 40% increase of S-phase after miR-221 or miR-222 introduction 13, while we saw only 5–10% increase. The degree of S-phase increase induced by impaired G1/S transition may be correlated with the severity of resultant DNA damage, and therefore we postulate that the difference in the degree of S-phase increase between cells transfected with miR-221 or miR -222 may influence whether cells undergo apoptosis or not.

On the other hand, our findings showing tumor-suppressive roles for miR-221 and miR-222 seem to contrast with a study reported by Garofalo et al. 16,35. They reported that miR-221 and miR-222 enhanced tumorigenic phenotypes of H460 lung cancer cells, including invasiveness and resistance to TRAIL-induced apoptosis, through suppressing PTEN and TIMP3, both tumor suppressor genes. We used the same cell line, H460 and obtained consistent results showing that both miR-221 and miR-222 promoted liquid colony formation in H460 (Fig.2A). This suggests that it is unlikely that our finding that miR-221 and miR-222 showed tumor-suppressive roles in many lung cancer cell lines is attributable to experimental errors. In addition, to determine whether the growth suppression by miR-221 or miR-222 that we observed in this study coincided with suppression of PTEN, we performed Western blots of PTEN in lung cancer cells transfected with either miRNA and found that not all but in several cases where cell growth was suppressed (e.g., H3255, HCC4006) PTEN expression was significantly suppressed (Fig. S15). This showed that despite the inhibition of PTEN, miR-221 and miR-222 overexpression exert growth suppressive function in certain cellular context.

In conclusion, our results show that the effects of miR-221 and miR-222 introduction on lung cancer cells vary significantly between cell lines, but that they could be attractive therapeutics for lung cancer especially when efficient methods to predict whether they function as a tumor suppressor or not is developed.

## Supporting Information

Figure S1 Expression of miR-221 and miR-222 in non-small cell lung cancer cell lines. qRT-PCR analysis of miR-221 and miR-222 in 22 non-small cell lung cancer and HBEC4 cell lines. The data are averages of two independent PCR reactions. **Figure S2.**EMT-like changes in HBEC4 transfected with miR-221 or miR-222. HBEC4 cells transfected with miR-221 or miR-222 mimics. Upon introduction of miR-221 or miR-222 mimics, a subset of cells changed to elongated spindle shapes, and these morphologic changes suggest the occurrence of EMT. Red arrows indicate cells exhibiting EMT-like morphological changes. **Figures S3 and S4.** Expression of EMT markers in HBEC4 transfected with miR-221 or miR-222. Western blot of E-CADHERIN, SIP1(ZEB2), and SLUG (Fig. S3) and immunocytochemistry of E-CADHERIN and VIMENTIN (Fig. S4) in HBEC4 cells transfected with miR-221 or miR-222 mimics. In Figure S3, the left shows images of immunocytochemistry and the right graphs show percentages of cells positive for E-CADHERIN or VIMENTIN. The results are averages of three independent experiments done in octuplicate. *Indicates *P* < 0.05 (Mann–Whitney *U* test). **Figure S5.**qRT-PCR of miR-221 and miR-222 in lung cancer cell lines transfected with miR-221 or miR-222 mimics. After transfection, high levels of these microRNAs are expressed. **Figure S6.** Scatter plot of differentially expressed genes between H1299 cells transfected with miR-221 and those transfected with control. Blue lines represent twofold change and a red line represents an identity line. **Figure S7.** Scatter plot of differentially expressed genes between H1299 cells transfected with miR-222 and those transfected with control. Blue lines represent twofold change and a red line represents an identity line. **Figure S8.** Scatter plot of differentially expressed genes between H3255 cells transfected with miR-221 and those transfected with control. Blue lines represent twofold change and a red line represents an identity line. **Figure S9.** Scatter plot of differentially expressed genes between H3255 cells transfected with miR-222 and those transfected with control. Blue lines represent twofold change and a red line represents an identity line. **Figure S10.** Scatter plot of genes differentially expressed between H1299 cells transfected with miR-221 and those transfected with miR-222. Blue lines represent twofold change and a red line represents an identity line. **Figure S11.** Scatter plot of genes differentially expressed between H3255 cells transfected with miR-221 and those transfected with miR-222. Blue lines represent twofold change and a red line represents an identity line. **Figure S12**. Flow cytometry of six lung cancer cell lines and HBEC4 transfected with miR-221 or miR-222 mimics. Forty-eight hours after transfection, cells were stained with propidium iodine, and cell cycles of 20,000 cells were profiled. Representative results of three independent experiments are shown, and numerical values in the figure are averages of three independent experiments. **Figure S13.** Western blot of cleaved caspase-3 for lung cancer cell lines and HBEC4 transfected with miR-221 or miR-222- mimics. **Figure S14**. qRT-PCR analysis of *p27*^*Kip1*^ and *p57* in lung cancer cell lines and HBEC4 transfected with miR-221 or miR-222 mimics. The results are averages of two independent PCR experiments done in duplicate. **Figure S15.** Western blot of PTEN in lung cancer and HBEC4 cells transfected with miR-221 or miR-222. *PTEN expression is suppressed by miR-221 or miR-222- mimics.

Table S1 Pathways with significant enrichment for genes more than twofold up- or downregulated after miR-221 introduction in H1299. **Table S2.** Pathways with significant enrichment for genes more than twofold up- or downregulated after miR-222 introduction in H1299. **Table S3.** Pathways with significant enrichment for genes more than twofold up- or downregulated after miR-221 introduction in H3255. **Table S4.** Pathways with significant enrichment for genes more than twofold up- or downregulated after miR-222 introduction in H3255.

# Supplementary material for: Growth inhibitory effects of miR-221 and miR-222 in non-small cell lung cancer cells
**Source:** Cancer Med. 2015 Jan 30;4(4):551–64. doi: 10.1002/cam4.412
**Supplement:** Figure S1 — Expression of miR-221 and miR-222 in non-small cell lung cancer cell lines. qRT-PCR analysis of miR-221 and miR-222 in 22 non-small cell lung cancer and HBEC4 cell lines. The data are averages of two independent PCR reactions. Figure S2.EMT-like changes in HBEC4 transfected with miR-221 or miR-222. HBEC4 cells transfected with miR-221 or miR-222 mimics. Upon introduction of miR-221 or miR-222 mimics, a subset of cells changed to elongated spindle shapes, and these morphologic changes suggest the occurrence of EMT. Red arrows indicate cells exhibiting EMT-like morphological changes. Figures S3 and S4. Expression of EMT markers in HBEC4 transfected with miR-221 or miR-222. Western blot of E-CADHERIN, SIP1(ZEB2), and SLUG (Fig. S3) and immunocytochemistry of E-CADHERIN and VIMENTIN (Fig. S4) in HBEC4 cells transfected with miR-221 or miR-222 mimics. In Figure S3, the left shows images of immunocytochemistry and the right graphs show percentages of cells positive for E-CADHERIN or VIMENTIN. The results are averages of three independent experiments done in octuplicate. *Indicates P < 0.05 (Mann–Whitney U test). Figure S5.qRT-PCR of miR-221 and miR-222 in lung cancer cell lines transfected with miR-221 or miR-222 mimics. After transfection, high levels of these microRNAs are expressed. Figure S6. Scatter plot of differentially expressed genes between H1299 cells transfected with miR-221 and those transfected with control. Blue lines represent twofold change and a red line represents an identity line. Figure S7. Scatter plot of differentially expressed genes between H1299 cells transfected with miR-222 and those transfected with control. Blue lines represent twofold change and a red line represents an identity line. Figure S8. Scatter plot of differentially expressed genes between H3255 cells transfected with miR-221 and those transfected with control. Blue lines represent twofold change and a red line represents an identity line. Figure S9. Scatter plot of differentially

## Slide 1

Supplemental Figure S1
 　miR-221
　miR-222
HBEC4
Relative to RNU-6B

## Slide 2

Supplemental Figure S2
miR-NC
miR-221
miR-222

## Slide 3

Supplemental Figure S3
HBEC4
E-CADHERIN
SIP1（ZEB2）
SLUG
ACTIN

## Slide 4

Supplemental Figure S4
HBEC4
DAPI
Actin
Merged
miR-221
miR-222
miR-NC
E-CADHERIN
E-CADHERIN-positive cells
 (% of control)
VIMENTIN
HBEC4
miR-221
miR-222
miR-NC
DAPI
Actin
Merged
*
*
VIMENTIN-positive cells
 (% of control)

## Slide 5

Supplemental Figure S5
 miR-221
miR-222
H3255
Relative to RNU-6B
Relative to RNU-6B
H460
HCC4006
Relative to RNU-6B
H1299
Relative to RNU-6B
H838
Relative to RNU-6B
HCC4011
Relative to RNU-6B

## Slide 6

Supplemental Figure S6
# H1299 miR-NC/H1299 miR-221

## Slide 7

Supplemental Figure S7
# H1299 miR-NC/H1299 miR-222

## Slide 8

Supplemental Figure S8
# H3255 miR-NC/H3255 miR-221

## Slide 9

Supplemental Figure S9
# H3255 miR-NC/H3255 miR-222

## Slide 10

Supplemental Figure S10
# H1299 miR-222/H1299 miR-221

## Slide 11

Supplemental Figure S11
# H3255 miR-222/H3255 miR-221

## Slide 12

Supplemental
Figure S12
HCC4006
H460
H3255
HBEC4
G2/M : 13.4%
S : 15.8%
G1 : 68.3%
subG1: 2.5%
G2/M : 11.4%
S : 10.5%
G1 : 59.9%
subG1: 18.2%
G2/M : 20.4%
S : 30.8%
G1 : 41.3%
subG1: 7.4%
G2/M : 22.5%
S : 23.2%
G1 : 48.5%
subG1: 5.8%
G2/M : 11.6%
S : 9.6%
G1 : 63.2%
subG1: 15.6%
G2/M : 19.3%
S : 17.6%
G1 : 57.6%
subG1: 5.6%
G2/M : 10.2%
S : 9.6%
G1 : 78.1%
subG1: 2.1%
G2/M : 20.4%
S : 25.6%
G1 : 43.9%
subG1: 10.1%
miR-221
miR-222
G2/M : 17.3%
S : 14.1%
G1 : 67.7%
subG1: 1.0%
G2/M : 19.0%
S : 18.0%
G1 : 61.2%
subG1: 1.7%
G2/M : 13.9%
S : 13.1%
G1 : 72.6%
subG1: 0.4%
G2/M : 23.5%
S : 22.0%
G1 : 52.1%
subG1: 2.5%
miR-NC
H838
HCC4011
H1299
G2/M : 30.3%
S : 35.5%
G1 : 33.7%
subG1: 0.4%
G2/M : 22.5%
S : 37.0%
G1 : 40.0%
subG1: 0.5%
G2/M : 35.9%
S : 24.6%
G1 : 38.9%
subG1: 0.6%
G2/M : 22.9%
S : 35.8%
G1 : 40.7%
subG1: 0.6%
G2/M : 20.0%
S : 28.6%
G1 : 50.9%
subG1: 0.5%
G2/M : 23.2%
S : 19.8%
G1 : 55.8%
subG1: 1.1%
miR-221
miR-222
G2/M : 27.1%
S : 25.6%
G1 : 46.7%
subG1: 0.6%
G2/M : 19.6%
S : 25.0%
G1 : 55.0%
subG1: 0.4%
G2/M : 23.6%
S : 15.2%
G1 : 60.7%
subG1: 0.6%
miR-NC

## Slide 13

Supplemental Figure S13
H3255
HCC4006
HCC4011
H838
H1299
C-Caspase3
Actin
HBEC4
H460

## Slide 14

Supplemental Figure S14
HCC4011
H1299
HCC4006
H3255
HBEC4
H838
H460
Relative to GAPDH
H460
HCC4011
H1299
HCC4006
HBEC4
H3255
H838
Relative to GAPDH

## Slide 15

Supplemental Figure S15
H460
HCC4011
H1299
H3255
H838
HBEC4
HCC4006
*
*
*
*
*
*
*
PTEN
Actin

## Slide 16

Supplemental Table S1
H1299 miR-221
| Pathway name (KEGG ID) | Count (%) | P-Value | Gene targets |
| --- | --- | --- | --- |
| Pathway in cancer | 17 (3.3) | 1.9×10-2 | Mdm2, ARNT, CASP8, CCNA1, Cdk6, CDKN1A, CDKN1B, fgf1, fzd1, ITGA3, LAMA5, MAPK1, PIK3R2, Stat3, tcf7l1, TPM3, ETS1 |
| ECM-receptor interaction | 7 (1.4) | 2.8×10-2 | ITGA3, CD44, LAMA5, SV2A, Thbs1, Thbs2, Thbs4 |
| p53 signaling pathway | 6 (1.2) | 3.9×10-2 | Mdm2, Mdm4, CASP8, Cdk6, CDKN1A, Thbs1 |
| Melanoma | 6 (1.2) | 4.6×10-2 | Mdm2, Cdk6, CDKN1A, fgf1, MAPK1, PIK3R2 |
| mTOR signaling pathway | 5 (1.0) | 5.5×10-2 | Ddit4, MAPK1, PIK3R2, Rps6ka3, Ulk2 |
| Chronic myeloid leukemia | 6 (1.2) | 5.6×10-2 | Mdm2, Cdk6, CDKN1A, CDKN1B, MAPK1, PIK3R2 |
| Cysteine and methionine metabolism | 4 (0.8) | 6.7×10-2 | CDO1, mat1a, mtaP, TRDMT1 |
| Acute myeloid leukemia | 5 (1.0) | 7.6×10-2 | CCNA1, MAPK1, PIK3R2, Stat3, tcf7l1 |
| Glioma | 5 (1.0) | 9.6×10-2 | Mdm2, Cdk6, CDKN1A, MAPK1, PIK3R2 |
| Prostate cancer | 6 (1.2) | 1.0×10-1 | Mdm2, CDKN1A, CDKN1B, MAPK1, PIK3R2, tcf7l1 |

## Slide 17

Supplemental Table S2
H1299 miR-222
| Pathway name (KEGG ID) | Count (%) | P-Value | Gene targets |
| --- | --- | --- | --- |
| Melanoma | 7 (1.2) | 1.3×10-2 | Fgf1, Fgf10, Fgf3, Fgf5, MET, PIK3CD, PIK3R2 |
| Axon guidance | 9 (1.5) | 2.5×10-2 | ROCK2, Cfl2, efna2, GNAI3, MET, Nfatc3, Pak2, ppp3ca, SEMA6B |
| Adherens junction | 6 (1.0) | 6.0×10-2 | Fer, MET, Pard3, PVRL1, PVRL2, ptpn1 |
| Regulation of actin cytoskeleton | 11 (1.9) | 7.1×10-2 | ROCK2, Cfl2, DIAPH2, Fgf1, Fgf10, Fgf3, Fgf5, ITGB2, Pak2, PIK3CD, PIK3R2 |

## Slide 18

Supplemental Table S3
H3255 miR-221 (1)
| Pathway name (KEGG ID) | Count (%) | P-Value | Gene targets |
| --- | --- | --- | --- |
| Cytokine-cytokine receptor interaction | 55 (4.1) | 5.1×10-11 | CD40, Cd70, Fas, Acvrl1, bmp2, CCL2, CCL20, CCL23, CCL26, CCL5, CCR1, CXCL1, CXCL16, CXCL2, CXCL3, CXCL6, csf1, EPO, FLT3LG, Hgf, INHBA, INHBE, Ifna10, Ifna16, Ifna17, Ifna2, Ifna4, Ifna6, IFNB1, Ifne, IFNW1, Il1r1, IL1R2, IL10RA, IL18, il2rb, Il20rb, IL22RA1, IL23A, IL28B, IL29, Il3, IL4R, IL6, IL7R, IL8, LIF, LTB, TNF, TNFSF10, TNFSF13B, Tnfsf14, TNFRSF8, TNFRSF9, VEGFA |
| Antigen processing and presentation | 24 (1.8) | 9.0×10-9 | B2M, CTSS, HSPA1A, HSPA1B, Ifna10, Ifna16, Ifna17, Ifna2, Ifna4, Ifna6, ifi30, HLA-A, HLA-E, HLA-F, HLA-DMB, HLA-DOB, HLA-dpa1, HLA-DQA2, HLA-DQB1, LOC100133583, HLA-DRA, PSME1, PSME2, LOC652614, tap1, TAP2 |
| Autoimmune thyroid disease | 18 (1.3) | 2.4×10-7 | CD40, Fas, Ifna10, , Ifna16, Ifna17, Ifna2, Ifna4, Ifna6, HLA-A, HLA-E, HLA-F, HLA-DMB, HLA-DOB, KLA-dpa1, HLA-DQA2, HLA-DQB1, LOC100133583, HLA-DRA, LOC652614 |
| Cytosolic DNA-sensing pathway | 18 (1.3) | 8.3×10-7 | DDX58, AIM2, Adar, CASP1, CCL5, IRF7, Ifna10, , Ifna16, Ifna17, Ifna2, Ifna4, Ifna6, IFNB1, IL18, IL6, NFKBIA, RIPK3, trex1 |
| RIG-I-like receptor signaling pathway | 20 (1.5) | 2.2×10-6 | DDX58, dhx58, ISG15, TRAF3, CASP8, IFIH1, IRF7, Ifna10, Ifna16, Ifna17, Ifna2, Ifna4, Ifna6, IFNB1, Ifne, IFNW1, IL8, NFKBIA, TRIM25, TNF |
| Jak-STAT signaling pathway | 31 (2.3) | 5.1×10-6 | Jak2, CCND3, EPO, IRF9, Ifna10, Ifna16, Ifna17, Ifna2, Ifna4, Ifna6, IFNB1, Ifne, IFNW1, IL10RA, il2rb, Il20rb, IL22RA1, IL23A, IL28B, IL29, Il3, IL4R, IL6, IL7R, LIF, PIK3CD, STAT1, STAT2, STAT4, Socs1, Socs2 |
| Toll-like receptor signaling pathway | 23 (1.7) | 1.4×10-5 | CD40, TRAF3, CASP8, CCL5, IRF7, Ifna10, IFNA16, IFNA17, Ifna2, IFNA4, IFNA6, IFNB1, Tab1, NFKBIA, PIK3CD, STAT1, TLR1, TLR3, TICAM1, IL6, IL8, Jun, TNF |
| Allograft rejection | 13 (1.0) | 1.5×10-5 | CD40, Fas, HLA-A, HLA-E, HLA-F, HLA-DMB, HLA-DOB, HLA-dpa1, HLA-DQA2, HLA-DQB1, LOC100133583, HLA-DRA, LOC652614, TNF |
| Cell adhesion molecules (CAMs) | 27 (2.0) | 1.6×10-5 | CD274, CD40, CD58, Cdh15, Cldn8, Alcam, LOC100133690, ICOSLG, ITGA4, itga6, Itgav, ITGB8, HLA-A, HLA-E, HLA-F, HLA-DMB, HLA-DOB, hla-dpa1, HLA-DQA2, HLA-DQB1, LOC100133583, HLA-DRA, NEO1, nrcam, PVRL2, Pdcd1, PDCD1LG2, LOC652614, SDC2 |
| Graft-versus-host disease | 13 (1.0) | 3.7×10-5 | Fas, IL6, HLA-A, HLA-E, HLA-F, HLA-DMB, HLA-DOB, hla-dpa1, HLA-DQA2, HLA-DQB1, LOC100133583, HLA-DRA, LOC652614, TNF |

## Slide 19

Supplemental Table S3
Cont’d.
H3255 miR-221 (2)
| Pathway name (KEGG ID) | Count (%) | P-Value | Gene targets |
| --- | --- | --- | --- |
| Type I diabetes mellitus | 13 (1.0) | 8.4×10-5 | Fas, Gad1, HLA-A, HLA-E, HLA-F, HLA-DMB, HLA-DOB, hla-dpa1, HLA-DQA2, HLA-DQB1, LOC100133583, HLA-DRA, LOC652614, TNF |
| NOD-like receptor signaling pathway | 15 (1.1) | 3.5×10-4 | BIRC3, CASP1, CASP8, Ccl2, CCL5, CXCL1, CXCL2, IL18, IL6, IL8, Tab1, NFKBIA, RIPK2, TNF, TNFAIP3 |
| Hematopoietic cell lineage | 17 (1.3) | 1.3×10-3 | CD36, CD44, csf1, EPO, FLT3LG, ITGA4, ITGA5, itga6, Il1r1, IL1R2, Il3, IL4R, IL6, IL7R, HLA-DRA, TFRC, TNF |
| Intestinal immune network for IgA production | 13 (0.9) | 1.6×10-3 | CD40, ICOSLG, ITGA4, IL6, HLA-DMB, HLA-DOB, HLA-dpa1, HLA-DQA2, HLA-DQB1, LOC100133583, HLA-DRA, MAP3K14, TNFSF13B |
| Asthma | 9 (0.7) | 1.7×10-3 | CD40,Il3, HLA-DMB, HLA-DOB, hla-dpa1, HLA-DQA2, HLA-DQB1, LOC100133583, HLA-DRA, TNF |
| Viral myocarditis | 14 (1.0) | 4.2×10-3 | CD40, CASP8, HLA-A, HLA-E, HLA-F, HLA-DMB, HLA-DOB, HLA-dpa1, HLA-DQA2, HLA-DQB1, LOC100133583, HLA-DRA, Myh3, LOC652614, abl2 |
| Pathways in cancer | 41 (3.0) | 5.5×10-3 | Fas,NKX3-1, SMAD2, SMAD3, Traf1, TRAF3, APC, BIRC3, bmp2, CASP8, COL4A4, Ccne2, CDKN1B, egln3, FGF2, FGF8, FGFR2, fn1, FLT3LG, fzd5, Hhip, Hgf, IGF1R, itga6, Itgav, IL6, IL8, Jun, LAMA3, Lamb3, Mmp1, NFKBIA, Ppard, PIK3CD, LOC652346, PML, RXRG, STAT1, SPI1, TGFA, VEGFA, WNT10A |
| ECM-receptor interaction | 14 (1.0) | 1.7×10-2 | CD36, CD44, COL4A4, fn1, ITGA4, ITGA5, itga6, Itgav, ITGB8, LAMA3, Lamb3, SDC2, TNC, thbs2 |
| Small cell lung cancer | 14 (1.0) | 1.7×10-2 | Traf1, TRAF3, BIRC3, COL4A4, Ccne2, CDKN1B, fn1, itga6, Itgav, LAMA3, Lamb3, NFKBIA, PIK3CD, RXRG |
| ABC transporters | 9 (0.7) | 2.4×10-2 | ABCA1, ABCA3, ABCA6, ABCA8, ABCB4, ABCC4, ABCG2, TAP1, TAP2 |

## Slide 20

Supplemental Table S3
Cont’d.
H3255 miR-221 (3)
| Pathway name (KEGG ID) | Count (%) | P-Value | Gene targets |
| --- | --- | --- | --- |
| Sphingolipid metabolism | 8 (0.6) | 3.6×10-2 | UGT8,　CERK,　DEGS1,　GALC,　PPAP2A,　Sptlc2,　NEU2,　SGPP2 |
| p53 signaling pathway | 11 (0.8) | 4.7×10-2 | Fas,　CASP8,　CCND3,　Ccne2,　ccng1,　GADD45A,　PMAIP1,　SESN1,　SESN3,　SHISA5,　zmat3 |
| Epithelial cell signaling in Helicobacter pylori infection | 11 (0.8) | 4.7×10-2 | ATP6V1G3,　ATP6V1C2,　ATP6v1b1,　GIT1,　CCL5,　CXCL1,　HBEGF,　IL8,　Jun,　MAP3K14,　NFKBIA |
| Complement and coagulation cascades | 11 (0.8) | 5.1×10-2 | Cd46,　F2R,　F3,　C1r,　C1s,　C4BPA,　CFB,　PLAUR,　serpind1,　C3,　LOC100133511,　LOC653879,　THBD |
| Systemic lupus erythematosus | 14 (1.0) | 5.7×10-2 | CD40,　C1r,　C1s,　Hist1h2ad,　HIST1H3A,　HIST1H3B,　HIST1H3C,　HIST1H3D,　HIST1H3E,　HIST1H3F,　hist1h3g,　HIST1H3H,　Hist1h3i,　HIST1H3J,　HIST2H3A,　hist2h3c,　HIST2H3D,　HIST2H2AA3,　HIST2H2AA4,　HLA-DMB,　HLA-DOB,　hla-dpa1,　HLA-DQA2,　HLA-DQB1,　LOC100133583,　HLA-DRA,　C3,　LOC100133511,　LOC653879,　TRIM21,　TNF |
| Apoptosis | 12 (0.9) | 9.4×10-2 | CFLAR, Fas, BIRC3, casp7, CASP8, Il1r1, Il3, MAP3K14, NFKBIA, PIK3CD,　TNF, TNFSF10 |

## Slide 21

Supplemental Table S4
H3255 miR-222 (1)
| Pathway name (KEGG ID) | Count (%) | P-Value | Gene targets |
| --- | --- | --- | --- |
| Antigen processing and presentation | 18 (1.7) | 1.7×10-5 | B2M, CTSS, HSPA5, LOC400750, Ifna10, IFNA17, IFNA4, HLA-A, HLA-E, HLA-F,HLA-DOB, hla-dpa1, HLA-DRA, hla-drb1, HLA-DRB4, RFX5, LOC652614, hla-dqa1, LOC100133678, tap1, TAP2 |
| Autoimmune thyroid disease | 12 (1.1) | 3.3×10-4 | Ifna10, IFNA17, IFNA4, HLA-A, HLA-E, HLA-F, HLA-DOB, hla-dpa1, HLA-DRA, hla-drb1, HLA-DRB4, LOC652614, hla-dqa1, LOC100133678 |
| Graft-versus-host disease | 10 (0.9) | 6.8×10-4 | IL6, HLA-A, HLA-E, HLA-F, HLA-DOB, hla-dpa1, HLA-DRA, hla-drb1, HLA-DRB4, LOC652614, hla-dqa1, LOC100133678 |
| Cell adhesion molecules (CAMs) | 20 (1.9) | 7.7×10-4 | CD274, CLDN1, CLDN23, Cldn8, Alcam, LOC100133690, Itgav, ITGB8, HLA-A, HLA-E, HLA-F, HLA-DOB, hla-dpa1, HLA-DRA, hla-drb1, HLA-DRB4, NEO1, nrcam, SIGLEC1, LOC652614, hla-dqa1, LOC100133678, SDC2 |
| Type I diabetes mellitus | 10 (0.9) | 1.2×10-3 | Gad1, HLA-A, HLA-E, HLA-F,HLA-DOB, hla-dpa1, HLA-DRA, hla-drb1, HLA-DRB4, LOC652614, hla-dqa1, LOC100133678 |
| Complement and coagulation cascades | 13 (1.2) | 1.4×10-3 | Cd46, F2R, C1r,C1s, C4BPA, C5, C5ar1, CFB, PLAUR, SERPINA1, C3, LOC100133511, LOC653879, THBD, TFPI |
| Cytokine-cytokine receptor interaction | 31 (2.9) | 1.5×10-3 | Cd70, RELT, AMHR2, bmp2, CCL20, CCL26, CCL5, CCR7, CXCL1, CXCL2, Cxcl3, Flt4, INHBA, Ifna10, IFNA17, IFNA4, IFNB1, IL1R2, il2rb, il20ra, IL22RA1, IL23A, IL28B, IL29, IL6, IL7R, IL8, TNFSF10, TNFSF13B, TNFRSF9, VEGFC |
| Allograft rejection | 9 (0.8) | 1.8×10-3 | HLA-A, HLA-E, HLA-F, HLA-DOB, hla-dpa1 ,HLA-DRA, hla-drb1, HLA-DRB4, LOC652614, hla-dqa1, LOC100133678 |
| Cytosolic DNA-sensing pathway | 11 (1.0) | 2.5×10-3 | DDX58, AIM2, CASP1, CCL5, IRF7, Ifna10, IFNA17, IFNA4, IFNB1, IL6, NFKBIA |
| RIG-I-like receptor signaling pathway | 12 (1.1) | 5.5×10-3 | DDX58, dhx58, ISG15, CYLD, IFIH1, IRF7, Ifna10, IFNA17, IFNA4, IFNB1, IL8, NFKBIA |

## Slide 22

Supplemental Table S4
Cont’d.
H3255 miR-222 (2)
| Pathway name (KEGG ID) | Count (%) | P-Value | Gene targets |
| --- | --- | --- | --- |
| Toll-like receptor signaling pathway | 14 (1.3) | 1.3×10-2 | CCL5, IRF7, Ifna10, IFNA17, IFNA4, IFNB1, IL6, IL8, LY96, MAP3K8, NFKBIA, STAT1, TLR3, Ticam2, tmed7 |
| Pathways in cancer | 32 (3.0) | 2.0×10-2 | NKX3-1, Skp2, SMAD2, appl1, APC, BIRC3, bmp2, COL4A4, DAPK2, dapk3, DVL3, fgf13, FGFR2, fgfr3, fn1, FZD4, fzd5, Hhip, IGF1R, Itgav, IL6, IL8, LAMA3, LAMC2, Mmp1, NRAS, NFKBIA, LOC652346, PML, PIAS2, STAT1, VEGFC, WNT5A |
| O-Glycan biosynthesis | 6 (0.6) | 4.2×10-2 | GALNT10, galnt11, GALNT1, GALNT13, GALNT2, GALNTL1, Wbscr17 |
| NOD-like receptor signaling pathway | 9 (0.8) | 4.6×10-2 | BIRC3, CASP1, CCL5, CXCL1, CXCL2, IL6, IL8, NFKBIA, TNFAIP3 |
| Bladder cancer | 7 (0.6) | 5.2×10-2 | DAPK2, dapk3, fgfr3, IL8, Mmp1, NRAS, VEGFC |
| Systemic lupus erythematosus | 12 (1.1) | 5.5×10-2 | C1r, C1s, C5, Hist1h2ag, Hist1h2ah, Hist1h2ai, Hist1h2ak, HIST1H2AL, HIST1H2AM, Hist1h2ad, HIST1H3A, HIST1H3B, HIST1H3C, HIST1H3D, HIST1H3E, HIST1H3F, hist1h3g, HIST1H3H, Hist1h3i, HIST1H3J, HIST2H3A, hist2h3c, HIST2H3D, HLA-DOB,hla-dpa1, HLA-DRA, C3, LOC100133511, LOC653879, hla-dqa1, LOC100133678, TRIM21 |
| ABC transporters | 7 (0.6) | 6.3×10-2 | ABCA1, abca4, ABCB4, abcc4, Abcg2, tap1, TAP2 |
| Jak-STAT signaling pathway | 16 (1.5) | 7.6×10-2 | IRF9, Ifna10, IFNA17, IFNA4, IFNB1, il2rb, il20ra, IL22RA1, IL23A, IL28B, IL29, IL6, IL7R, PIAS2, LOC344593, LOC442113, PTPN11, STAT1 |
| Viral myocarditis | 9 (0.8) | 8.7×10-2 | HLA-A, HLA-E, HLA-F, HLA-DOB, hla-dpa1, HLA-DRA, hla-drb1, HLA-DRB4, LOC652614, hla-dqa1, LOC100133678 |
| ECM-receptor interaction | 10 (0.9) | 9.3×10-2 | CD36, COL4A4, Col5a2, fn1, HMMR, Itgav, ITGB8, LAMA3, LAMC2, SDC2 |

## Slide 23

Supplemental Table S4
Cont’d.
H3255 miR-222 (3)
| Pathway name (KEGG ID) | Count (%) | P-Value | Gene targets |
| --- | --- | --- | --- |
| Intestinal immune network for IgA production | 7 (0.6) | 9.5×10-2 | IL6, HLA-DOB, hla-dpa1, HLA-DRA, hla-drb1, HLA-DRB4, hla-dqa1, LOC100133678, TNFSF13B |

How the deposited data were processed for this re-analysis (not part of the article)

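RNA from H3255 and H1299 cells transfected with 10 nM of the miR-221 mimic, the miR-222 mimic or the control microRNA (miR-NC) was measured on 6 arrays, 1 for each line and transfection, in 1 channel (Cy5). The authors deposited, for each array, the scanner's median intensity of every spot and of the area around it, without normalization, and a table of processed intensities. The paper's text does not describe how that table was made. On the bright spots (intensity over 500) it follows the spot intensity minus the mean of the array's blank spots, scaled to a median of 25 on each array, and its Spearman correlation with the scanner intensity was 0.996 to 0.997. It lists 20887, 20507 and 20245 of 24460 probes for H3255 with miR-221, miR-222 and miR-NC, and 19930, 19886 and 20181 for H1299.

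The scanner intensities were read with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, figures with matplotlib 3.10.9) and R 4.3.3. Background was corrected with the normexp method of limma 3.58.1 on the median intensity of the spot, with an offset of 50 and the mean of the 2680 blank spots of the array as the background. The 2996 control and blank spots were then left out, as were 5 probes marked as faulty on some array, which left 24455 probes. The arrays were quantile normalized together and log2 transformed. The plan set before the data were examined used the local background in place of the blank spots. This was changed on the scanner columns alone, before any fold change was computed, because the local background followed the spot (Spearman rho 0.858 to 0.948) and was at or above it on 8.67% to 19.6% of probes. The planned version was kept as an alternative. The alternatives that the closing section does not mark as chosen later were part of that plan.

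A probe was above background when its intensity exceeded the mean of the blank spots (52.4, 49.1 and 48.7 in H3255, and 44.7, 46.1 and 42.3 in H1299, for miR-221, miR-222 and miR-NC) by 2 SD. This held for 76.4%, 74.6% and 73.1% of probes in H3255 and 71.0%, 69.3% and 70.2% in H1299, and the median intensity of these probes over the blank mean was 59.6, 52.9 and 56.3 in H3255 and 40.3, 45.9 and 33.7 in H1299. A probe entered a comparison of 2 arrays when it was above background on at least 1 of them, and lower values were raised to the lowest value above background on that array. Probes past 2-fold were counted in each direction for each mimic against miR-NC within a line and for miR-221 against miR-222. No p-value can be had within a line.

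Because both mimics of a line share 1 miR-NC array, the correlation of their changes and the overlap of their lists were set beside 200 simulated sets of unchanged arrays, whose noise was drawn, in 20 bins of signal, from the difference between the miR-221 and miR-222 arrays. The overlap of independent lists is the product of the list sizes divided by the number of probes in both comparisons. Across both lines, limma was fitted with the terms cell line and mimic over the probes above background on at least 1 array, with p-values adjusted by the method of Benjamini and Hochberg. On simulated data this fit, for both mimics together against miR-NC, found 52% of probes changed 2-fold and 77% of those changed 4-fold in both lines, and called 1 unchanged probe. The fit's recovery for each mimic alone, which rests on fewer arrays, was not simulated. The simulated error of a probe was drawn at random from those of all probes tested, whatever their signal. Recovery by the fit among the brighter probes, to which the changes past 2-fold belong, is thus not known. The counts within a line found 85% to 92% of probes changed 2.5-fold and 100% of those changed 4-fold, and called 12 to 122 unchanged probes. These simulated changes were added to normalized values of the brighter probes only, without filter or floor. Recovery among dim probes, where the offset shrinks changes, was thus not simulated. Random lists of probes, 10000 for each comparison, were matched on mean signal in 20 bins.

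Probes were to be named by a planned rule, which took the genes the paper names, the genes of several lists, and the highest and lowest in each line by the smaller of the 2 log2 changes. The files do not pair probe IDs with genes, apart from 1 probe whose ID carries the RefSeq accession of KRT8. The first probe in each direction and line is therefore given by its ID. Counts of genes in place of probes, gene lists, matches to the microRNA seed and the genes of the paper's pathways were left out for the same reason. Cell line and scan batch coincide, with photomultiplier gains of 42, 40 and 40 in H3255 and 38, 38 and 36 in H1299, so a scan term adds nothing to the cell line.

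The alternatives changed the background correction, the normalization between arrays, the source of the values, the filter on dim probes, the background threshold, the fold threshold, the probes used for a correlation, and for limma the filter, limma-trend, the scaling and the source of the values. Each was run apart from the others, although some change several steps together, such as the authors' table, the filter with its floor, or a background method with its offset.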

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

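The tests of explanations in this part were chosen after the results were seen, although median scaling, quantile normalization within each line, subtraction of the local background and use of the authors' table were planned as alternatives.

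With 1 array per condition, some probes moved in opposite directions in the 2 lines with both mimics. At 1.5-fold, 1 probe was higher with both mimics in H3255 and lower with both in H1299, and 1 probe was lower with both in H3255 and higher with both in H1299. Independent lists of these sizes would hold 1.59 and 1.18 such probes, so these numbers are no more than chance gives. The difference between the lines was not tested for either probe.

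In H3255, 37 probes were at least 16-fold higher with both mimics than with miR-NC, a class of change that the paper's text does not count, and they belong to the 259 probes at least 2-fold higher with both mimics in H3255, against 11 in H1299. Over 3 ways of scaling the arrays, the lowest ratio of the H3255 count to the H1299 count was 14.6, which argues against the normalization between arrays as the cause. The larger list in H3255 does depend on whether the local background is used. With the local background subtracted the counts were 2822 in H3255 and 3159 in H1299. With normexp on the local background, run after the data were seen, they were 339 and 502. Treatments without the local background kept the larger list in H3255. The counts were 273 and 12 without background correction and 861 and 85 in the authors' table. With the blank mean subtracted and no offset, chosen after the data were seen, they were 642 and 56. RNA of the H1299 cultures in the H3255 mimic samples would need these probes to be bright in H1299. There 3.09% of them (8 of 259) were as bright with miR-NC as on the dimmer H3255 mimic array. A fault on part of the array would gather them in a few of its 24 blocks. The 3 blocks with most of them held 19.7%, and the 3 blocks with most probes of any kind held 13.0% of all probes. A response of H3255 cells to both mimics remains a hypothesis, and in the comparison with H1299 the scan batch, which coincides with the cell line, cannot be told apart from the line.

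In H1299, 3 probes were at least 8-fold higher with miR-221 than with miR-222, a difference of 70.9-fold, 27.0-fold and 10.3-fold. The scanner intensities of the first were 14960 with miR-221, 175 with miR-222 and 11086 with miR-NC, and those of the second were 1845, 59 and 1443, whereas in H3255 both were bright on all 3 arrays (9821, 6736 and 7991, and 4246, 5524 and 1542). These 2 probes lie side by side on the array (row 10, columns 102 and 103), and a local fault of the H1299 miR-222 array at that place was not tested. The third had intensities of 586, 52 and 46 in H1299 and of 57, 55 and 56 in H3255.

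The first 2 of these probes belong to a wider set in H1299 that was at least 2-fold lower with 1 mimic than with both the other mimic and miR-NC, 30 probes with miR-221 and 48 with miR-222. Loss or misreading of single spots on 1 array would leave no trace in the other cell line, yet 69 of the 78 probes were lower with the same mimic than with the other in H3255 (27 of 30 and 42 of 48, where the highest of the random lists of equal signal reached 24 and 37). With the ratio of the mimics in H3255 centred on its median over all probes, 25 of 30 and 42 of 48 were lower. Random lists were not drawn for the centred ratio. The numbers lower in H3255 argue against lost spots for the set, though not for any single probe. For each mimic 100% of random lists fell below the observed number, so the set is consistent with a response to that mimic shared by both lines, a hypothesis found and tested on the same 6 arrays, although 7 of 30 and 13 of 48 were past 1.5-fold in H3255 (median log2 -0.26 and -0.37) and over all probes the ratio of miR-221 to miR-222 had a rho of -0.03 between the lines. With median scaling the shares lower in H3255 were 84% and 94.9% (48.4% and 51.6% of all probes), but in the authors' table they were 63.4% and 70.2% (36.8% and 63.2% of all probes), or 73.9% and 59.9% after centring, so the evidence is weaker there.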

How the results depend on the processing

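The counts of probes past the threshold, the overlaps of the mimics' lists, the correlations between the mimics of a line, the limma counts and the probes given by name or ID were recomputed under each alternative in turn. Some alternatives change several steps together (the authors' table, the filter with its floor, a background method with its offset), so their effect cannot be assigned to 1 step. The behaviour of the H3255 list in H1299 and the classes past 4-fold and above with both mimics were computed under the main choices. The simulated values, the covariances and the classes past 4-fold and above with each mimic were computed under the main choices and in the authors' table. A count was taken as unchanged within 1.5 times, and a Spearman rho within 0.05. No correlation between the mimics changed sign. The cause of the differences below was not tested, except that the fold thresholds change the counts by construction.

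Counts and overlaps stayed within 1.5 times without background correction, with a filter of above background on all 3 arrays of the line, without filter or floor, with a threshold of 3 SD and, chosen after the data were seen, with a threshold from the negative control spots. With quantile normalization within each line they did so too, except that 8 probes in place of 5 were lower with both mimics in H1299. Under the alternatives within these limits, the probes 2-fold higher in H3255 ranged from 270 to 376 with miR-221 and from 331 to 372 with miR-222. The correlation of levels ranged from 0.954 to 0.987 in H3255 and from 0.953 to 0.984 in H1299.

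Below, pairs of counts are for miR-221 and then miR-222 against miR-NC. At 1.5-fold, 623 and 774 probes were higher and 692 and 811 lower in H3255, and 143 and 166 higher and 288 and 371 lower in H1299. The mimics differed at 330 probes in H3255 and 641 in H1299, and 488 probes were higher and 433 lower with both mimics in H3255, against 56 and 67 in H1299. At 3-fold, 153 and 185 probes were higher and 14 and 12 lower in H3255, and 5 and 7 higher and 12 and 22 lower in H1299. The mimics differed at 2 probes in H3255 and 24 in H1299, and 142 probes were higher and 6 lower with both mimics in H3255, against 4 and 0 in H1299.

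In the authors' deposited table, 1483 and 1281 probes were higher and 481 and 697 lower in H3255, and 284 and 263 higher and 462 and 640 lower in H1299. The mimics differed at 808 probes in H3255 and 905 in H1299, 861 probes were higher and 278 lower with both mimics in H3255, against 85 and 123 in H1299, and the rho of the log2 changes in H1299 was 0.464. Past 4-fold, 373 and 399 probes were higher and 32 and 50 lower in H3255, and 19 and 18 higher and 46 and 60 lower in H1299. The covariance of the changes was 0.448 in H3255 against 0.0897 simulated, and 0.103 in H1299 against 0.111.

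With each array scaled to a common median, 57 probes were lower with miR-221 in H3255, 43 and 56 were higher and 31 and 50 lower in H1299, and 40 probes were lower with both mimics in H3255, against 21 higher and 2 lower with both in H1299. The rho of the log2 changes was 0.599 in H3255 and 0.537 in H1299. More probes were higher than lower with each mimic in H1299 under this scaling, the opposite of the balance under quantile normalization, while the median log2 change of all probes stayed under 0.1.

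With the local background subtracted from the spot, 4189 and 4849 probes were higher and 3721 and 4652 lower in H3255, and 4706 and 4361 higher and 4462 and 4503 lower in H1299. The mimics differed at 7873 probes in H3255 and 6621 in H1299, and 2822 probes were higher and 1766 lower with both mimics in H3255, against 3159 and 2379 in H1299. The rho of levels was 0.768 in H3255 and 0.761 in H1299, and that of the log2 changes 0.585 and 0.655. KRT8 in H3255 with miR-222 became lower, at -0.67.

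With normexp on the local background, the version first planned and run after the data were seen, 513 and 673 probes were higher and 359 and 697 lower in H3255, and 808 and 754 higher and 589 and 363 lower in H1299. The mimics differed at 821 probes in H3255 and 751 in H1299, 190 probes were lower with both mimics in H3255, and 502 were higher and 160 lower with both in H1299. The rho of levels was 0.756 in H3255 and 0.752 in H1299, that of the log2 changes 0.555 and 0.687, and KRT8 in H3255 with miR-222 was at -0.61.

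With the blank mean subtracted and no offset, also chosen after the data were seen, 833 and 985 probes were higher and 801 and 825 lower in H3255, and 171 and 196 higher and 307 and 398 lower in H1299. The mimics differed at 548 probes in H3255 and 688 in H1299, and 642 probes were higher and 400 lower with both mimics in H3255, against 56 and 61 in H1299.

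Over probes past 2-fold with either mimic, the rho of levels in H1299 was 0.656. The limma count across lines was 0 for miR-221, miR-222 and both mimics together with limma-trend, median scaling, a filter of above background on all 6 arrays, the authors' table and normexp on the local background. At an unadjusted p under 0.05 these settings gave 744, 1319, 864, 1049 and 1115 probes for miR-221, where chance gives 752 for the filter on all 6 arrays, 1134 for the authors' table and 1026 for the others. The 4 probes given by ID kept their direction under every alternative run for them, and opHsV0400002209 also stayed within 0.5 of its log2 changes, but the sizes of the other 3 moved. The log2 changes of opHsV0400000672 in H3255 were 6.68 and 7.00 with normexp on the local background, 9.34 and 9.53 in the authors' table, 9.41 and 9.74 with the local background subtracted and 9.41 with each mimic with the blank mean subtracted. Those of H300004365 were -1.70 and -1.45 with normexp on the local background and -3.46 and -3.41 with the blank mean subtracted. With the local background subtracted, H200006496 was at -6.65 and -2.67, and KRT8 in H1299 at 2.30 and 2.65.

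Not run were counts of genes in place of probes, medians of gene lists, matches to the microRNA seed and the genes of the paper's pathways, since the files do not pair probes with genes. The scan as a block was not run, since it coincides with the cell line. The offset of 50 keeps dim probes from large changes, and none of the probes past 2-fold was at or below the median signal above background on both arrays. Changes of dim probes are thus beyond the reach of these counts.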

Differences from the paper's values

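The paper's Spearman correlation between the expression levels with miR-221 and with miR-222 is 0.983 for H1299, and the value computed here over all probes analysed was 0.976. For H3255 the paper's value is 0.987 and the value computed here was 0.979. Without replicates there is no error to set beside these values, and any difference above 0.0015 was taken as one. The order of the lines, with the higher coefficient in H3255, was the same. The paper's text speaks of differentially expressed genes and does not give the filter or the number of genes behind the coefficients. Among the alternatives set before the data were examined, the authors' deposited table, over probes listed on both arrays, gave 0.984 in H1299 and 0.987 in H3255, within that tolerance of the paper's values. Over probes past 2-fold with either mimic, that table gave 0.848 in H1299 (1440 probes) and 0.934 in H3255 (2803 probes). Over those past 2-fold with both mimics it gave 0.959 (209 probes) and 0.987 (1139 probes).

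The other alternatives set before the data were examined did not reach the paper's values. In H1299 and H3255 they gave 0.761 and 0.768 with the local background subtracted, 0.976 and 0.979 without background correction, with median scaling and with quantile normalization within each line, 0.977 and 0.984 for probes above background on all 3 arrays of the line, 0.970 and 0.976 without filter or floor, and 0.977 and 0.980 with a threshold of 3 SD. Over probes above background on both arrays they gave 0.977 and 0.983, over probes past 2-fold with either mimic 0.656 and 0.954, and over probes past 2-fold with both mimics 0.979 and 0.981. With probes that are not listed on an array set to the lowest listed value, an alternative chosen after the values were seen, the authors' table gave 0.983 in H1299 and 0.986 in H3255.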

Other observations

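The test in this part was chosen after the result was seen.

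In H1299, 67 probes were at least 1.5-fold lower with both mimics than with miR-NC. If the arrays of H1299 alone were at fault, these probes would move in H3255 as any other probes of equal signal do. In H3255, 40 of the 67 were lower with both mimics, where random lists of equal signal had a median of 29 and a highest value of 45, and 99.38% of the random lists had fewer. The median log2 change of the 67 probes in H3255 was -0.30 with miR-221 but -0.04 with miR-222. Past 1.5-fold there with both mimics were 8 of the 67, which cannot be unmeasured probes. A response to both mimics shared by both cell lines thus remains a hypothesis for part of the decrease, and the H3255 miR-222 array shows little of it. The test concerns a fault of the H1299 arrays alone, so it cannot tell such a response from anything else that recurs in both lines. It was run under the main choices only. Of the 56 probes at least 1.5-fold higher with both mimics in H1299, 30 were higher with both in H3255 (random median 17). This was more than in 99.96% of random lists. Unmeasured probes could not count as higher, and their share in the 56 and in the random lists was not counted either. Past 1.5-fold with both mimics in H3255 were 4 of the 56, more than in 78.1% of random lists (mean 2.41), and the 8 of the 67 exceeded 99.5% of theirs (mean 2.79).

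Lower by at least 2-fold with 1 mimic alone in H3255 were 4 probes with miR-221 and 4 with miR-222.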
